A study of Bos taurus with 7 samples. Its data were reported in "Transcriptome profiling of bovine preantral follicles during early folliculogenesis" (2026).

How the data were processed

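RNA sequencing of 7 libraries of bovine preantral follicles was analysed, 4 of primary follicles (PF) and 3 of secondary follicles (SF). The groups and replicate numbers were taken from the sample titles. Each library was a pool of whole follicles, so RNA of the oocyte and of its granulosa cells was measured together. According to the study, follicles from many animals and collections were pooled into classes to make biological replicates. Which animals went into each library is not given in the sources used here, so p-values measure only the spread between these samples, which may be technical. Primordial follicles, which the study also sequenced, were not analysed here.

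According to the study, cDNA was amplified with the SMART-Seq v4 kit, which does not mark strand, and paired reads were trimmed and quantified per transcript with Salmon against the bovine transcriptome of the ARS-UCD1.3 build. The submitters' processing notes name Trim Galore and Salmon without versions. Per the file headers, the authors deposited 1 table per library with an estimated count, a TPM (an abundance corrected for transcript length and scaled to the same total in each library) and an effective length for each RefSeq transcript. Salmon splits reads that fit several transcripts between them, so the counts need not be whole and genes with near-identical copies, such as ribosomal proteins, actins, ubiquitins and glutathione transferases, can exchange reads. The amplified reads carried no molecular identifiers, so floors given below cover counting error only.

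Of the 76123 transcripts, 50205 (66.0%) were matched by accession to 23704 genes in a RefSeq table of the ARS-UCD2.0 assembly, which served for names alone. Since the builds differ, no coordinates are given. Of the curated transcripts 98.5% were matched, and of the predicted transcripts 62.0%. The 25918 unmatched transcripts held 9.71% to 10.7% of the counts of a library and were left out of the gene values, so the count of a gene can be incomplete and a gene at 0 can have reads on an unmatched model. Estimated counts were summed per gene and rounded to whole numbers. TPM were summed per gene. The total per library was 18788105 to 23764615 estimated counts. No pair of libraries of a group was a duplicate, since their counts differed by a chi-square of 102 to 658 per degree of freedom.

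The comparison was SF over PF. As in the study, PF replicate 4 was left out of it, and the 3 libraries left in each group were tested with the Wald test of DESeq2 1.42.0 in R 4.3.3, with median-of-ratios size factors, the default independent filtering and Benjamini-Hochberg adjusted p below 0.05. Of the 19009 genes with any count, 15056 received an adjusted p. Alternatives were the quasi-likelihood test of edgeR 4.0.16, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) for genes with 1 TPM or more in at least 3 libraries, TMM factors, an average transcript length offset, size factors from the oocyte list, a filter of 10 counts in at least 3 libraries, all 7 libraries, the replicate number as a block, the library number as a covariate, adjusted p below 0.01, an absolute log2 fold change of 1 or more, and each library left out in turn. The library number is the number in each library's name, which lies below 40 for PF replicates 1 and 2 and SF replicate 1 and above 40 for the other 4 libraries. It was treated as a possible series of library preparation, which the labels do not state.

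A total of 29 gene lists were tested with camera of limma on voom log2 counts scaled by library size at a preset correlation of 0.01, adjusted over the lists. The lists were oocyte, granulosa, homologous recombination, meiotic prophase, DNA replication, mitosis, nucleoporins, basement membrane, integrins, gap junction and cadherin, stromal fibroblast, theca, endothelial, smooth muscle and pericyte, immune, erythroid, ovarian surface epithelium, cytosolic ribosome, ribosome biogenesis, mitochondrial complex I, zinc transporters, Wnt signaling, Notch signaling, TGF-beta signaling, PI3K-Akt-mTOR, cholesterol synthesis, immediate early and heat shock, apoptosis and p53 response, and motile cilium. An estimated correlation and the fry test were alternatives. For each list the members higher and lower in SF were counted over all genes tested and adjusted over the list alone. A list score is the mean log2(TPM + 1) of the members in a library. The balance of oocyte and granulosa RNA, the oocyte score minus the granulosa score, was compared with an exact two-sided permutation test over the 35 splits of 7 libraries. Library similarity was described by Spearman correlations and principal components of log2(TPM + 1). Scores were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.

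The lists, the tests of genes and lists with their alternatives and the rule for named genes were fixed before the data were examined, apart from the additions named here. The rule took (a) the 8 genes with the largest rise and the 8 with the largest fall among genes with a symbol of their own, a base mean of 50 or more, no overlap between groups, and adjusted p below 0.05 in DESeq2 and edgeR; (b) up to 4 members of each list with the smallest p; (c) genes the study names for this comparison; and (d) the 5 genes with the highest TPM in each group. Not every gene that the rule picked is given. As edgeR called no gene, part (a) named none as written, and it was used without its edgeR condition after this was seen. The robust fit of edgeR, edgeR on all 7 libraries, edgeR with the block, and a fit with unmatched transcripts as features were also added after the data were seen. So were the tests of PF replicate 4 by its granulosa genes and the stromal fibroblast list, the fits of list scores with library number, all such fits without PF replicate 4, the splits by gene counts, and the choice of abundant genes in the closing section. Where all libraries of a group had 0 counts, the fold was computed against a floor of 3 counts per library and is given as a lower bound.

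The tests were run on simulated counts with the means, library sizes and dispersion trend of these 6 libraries and 200 genes changed by known folds, 25 per fold. DESeq2 recovered 88%, 68%, 32% and 24% of the genes set at a log2 fold change of -4, -3, -2 and -1, and 32%, 52%, 92% and 92% of those set at 1, 2, 3 and 4. It made 284 calls, of which 164 (57.7%) were genes set unchanged. edgeR recovered 36%, 12%, 0% and 0% of the genes set lower and 0%, 0%, 12% and 44% of those set higher, and made 27 calls with 1 false. With dispersions drawn gene by gene, DESeq2 recovered 96%, 84%, 80% and 24% of those set lower and 12%, 76%, 88% and 88% of those set higher, in the same order, and made 274 calls with 137 (50.0%) false. edgeR then recovered 68%, 48%, 44% and 0% of those set lower and 0%, 16%, 56% and 64% of those set higher, and made 80 calls with 6 false. For a simulated list, camera gave an adjusted p of 6.1e-08 for the changed list with the preset correlation and 0.072 with an estimated one. fry gave 0.024, and no unchanged list of 28 was called by any of them. This does not give the false call rate of the real lists, since no correlation between genes was among the simulated settings. The estimated correlation was 0.52 for the oocyte, 0.65 for the cytosolic ribosome and 0.71 for the immediate early and heat shock list. Splits of the 6 libraries other than the real one called 2 to 14 lists.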

Results

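The transcriptome of whole bovine follicles was measured by RNA sequencing at 2 early stages. In primary follicles (PF, 4 libraries) a layer of cuboidal granulosa cells surrounds the oocyte. In secondary follicles (SF, 3 libraries) the granulosa cells form several layers. The depth was 18788105 to 23764615 estimated counts per library, and 12188 to 13034 genes reached 1 TPM. The 10 most abundant genes held 3.01% to 9.74% of the counts. By mean TPM, the top 5 genes were *MIR2887-1*, *UBB*, *TMSB10*, *FTH1* and *ACTB* in PF, and the same genes with *FOS* in place of *TMSB10* in SF. *MIR2887-1* is so short that the length correction inflates its TPM. *ACTB*, a cytoskeletal actin, was higher in SF (3754 ± 573 TPM in PF and 8066 ± 2515 TPM in SF, log2 fold change 1.20 ± 0.41, DESeq2 adjusted p = 0.022). This call ended without PF replicate 1 or 2 or SF replicate 2 or 3 (DESeq2 adjusted p = 0.13, 0.13, 0.075 and 0.073) and with PF replicate 4 kept (0.56). *UBB*, *TMSB10*, *FTH1* and *MIR2887-1* did not pass (log2 fold change 0.46 ± 0.47, -0.20 ± 0.33, 0.60 ± 0.39 and 0.22 ± 0.83, DESeq2 adjusted p = 0.53, 0.73, 0.28 and 0.89). Without PF replicate 3 *FTH1* and *MIR2887-1* did (DESeq2 adjusted p = 0.0012 and 0.027), as did *FTH1* with the replicate block (0.044). Below, levels are mean TPM ± SD over n = 3 libraries per group, PF replicate 4 left out, and fold changes are log2 of SF over PF ± SE.

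The similarity of the libraries shows how far PF replicate 4, which the study removed, stood from the rest of its group. Over 16088 genes its Spearman correlation with the other PF libraries was 0.788 on average (0.776 to 0.812), and with the SF libraries 0.858 (0.842 to 0.867). The correlations were 0.867 to 0.912 among PF replicates 1 to 3, 0.879 to 0.929 among the SF libraries, and 0.768 to 0.893 between PF replicates 1 to 3 and SF. These correlations are across genes, which are not independent replicates, and no test was made. In PF replicate 4 the stromal fibroblast list score was 6.95, against 2.10 to 2.72 in the other PF libraries and 2.58 to 3.27 in SF, and the oocyte list score was 3.99 against 6.01 to 6.95 in the other PF libraries. Along the first principal component, PF replicate 3 (library number 46) lay nearer to SF replicate 1 than to PF replicates 1 and 2 (library numbers 24 and 34).

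**Figure D1:**
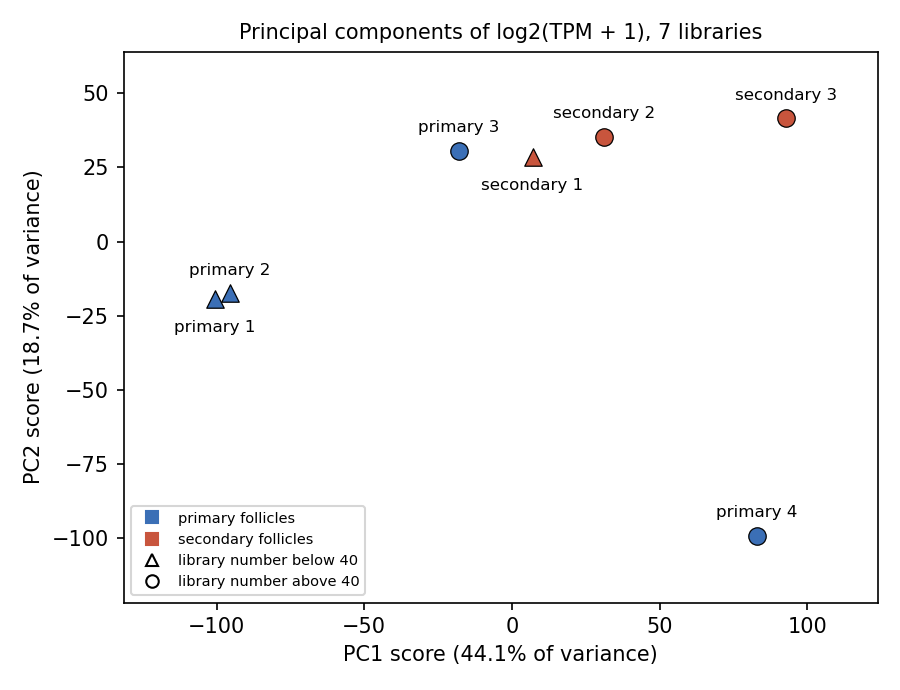
Scores of the 7 libraries on the first and second principal components of log2(TPM + 1), which held 44.1% and 18.7% of the variance, with colour for the stage and shape for the library number. PF replicates 1 and 2 lie at the low end of the first component, SF replicate 3 and PF replicate 4 at the high end, and PF replicate 4 is apart from all others on the second.

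The comparison of SF with PF asked which genes change as the follicle grows from the primary to the secondary stage. DESeq2 called 2876 of 15056 genes, 1226 higher in SF with a median log2 fold change of 1.48 and 1650 lower with a median of -1.89. Among the calls, 2767 had no overlap between the 3 PF and the 3 SF libraries, as had 35.8% of all genes tested, where chance gives 10%. The largest rises of part (a) of the rule were genes with 0 counts in PF replicates 1 to 3. Among them were *PLPPR4* (at least 105-fold higher), the sphingosine 1-phosphate receptor *S1PR1* (at least 95.9-fold), *EFR3B* (at least 73.0-fold), *ZC3H12C* (at least 64.1-fold), the sodium leak channel *NALCN* (at least 61.6-fold), *DMTN* (at least 51.8-fold) and *SLC35A4* (at least 47.1-fold), with DESeq2 adjusted p from 1.1e-09 to 5.4e-08. Their SF means were 1.37 to 6.03 TPM, and 1 to 3 transcripts were matched per gene. Reads assigned to other models could hide low expression. With PF replicate 4 kept, in which 6 of these 7 had counts, 5 calls ended (DESeq2 adjusted p = 0.14 to 0.98), and *PLPPR4* and *DMTN* passed. By the fitted log2 fold change, the largest falls were *XIAP*, an inhibitor of apoptosis (-9.87 ± 1.87, at least 56.9-fold lower), and *DMRTA2* (-9.77 ± 1.73, at least 53.1-fold lower). Both had 0 counts in SF, and their lower bounds alone do not rank them above the next genes. Next came *CTCFL* (-7.09 ± 1.33), *LNX1* (-6.92 ± 1.17), *RIPK4* (-6.26 ± 1.08), *ZYG11A* (-5.88 ± 1.07), the serotonin receptor *HTR4* (-5.70 ± 1.68) and the neural cell adhesion molecule *NCAM1* (-5.66 ± 0.77). The call of *HTR4* ended without PF replicate 1 and with PF replicate 4 kept (DESeq2 adjusted p = 0.23 and 0.13).

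The number of genes called depended on the test. edgeR's quasi-likelihood test called 0 genes, with a smallest adjusted p of 0.0525. An unadjusted p below 0.05 was reached by 3844 genes in edgeR and 4800 in DESeq2. Limma on log2(TPM + 1) called 792. On simulated data with the spread of these libraries and 200 changed genes, 164 of 284 DESeq2 calls (57.7%) were genes set unchanged, so the 2876 can hold more false calls than the threshold allows. The false share depends on how many genes change, which is not known for the real data. The 57.7% is therefore not an estimate for the 2876. Each DESeq2 call below is one that edgeR did not make. With PF replicate 4 kept DESeq2 called 858 genes, 824 of them among the 2876, and without PF replicate 2 it called 1887. The split of the calls changed with the scaling, the libraries and the test. Without PF replicate 1 or 3 most calls were higher in SF (51.9% and 51.1%), as with robust edgeR (58.5% of 260), while limma on log2(TPM + 1) had 29.4% higher. Of the DESeq2 calls 42.6% were higher in SF with the median-of-ratios size factors and 48.0% with TMM factors, but 99.5% of 8348 calls were higher with size factors from the oocyte list, which shifted the median of all genes by 2.44 on the log2 scale. The shift differed between genes. *SYCP3* and *GINS2* fell by less than 2.44 (-2.15 and -2.31) and stayed below 0 under that scaling (-0.14 and -0.12). A change of sign under that scaling by itself says nothing of the direction of a fall against other genes. Gene folds below are relative to the median-of-ratios scaling. List medians given with camera are on the scale of its voom log2 counts, where the median of all genes was 0.19. With the library number as a covariate 2939 genes were called, 2310 of them among the 2876.

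More oocyte genes fell than rose and more granulosa genes rose than fell in SF. Of 28 oocyte list genes, 18 fell and none rose (20 fell adjusted over the list alone). Among them were the growth factors *BMP15* (404 ± 273 TPM in PF and 32.7 ± 22.6 TPM in SF, log2 fold change -3.48 ± 0.74, DESeq2 adjusted p = 1.1e-04) and *BMP6* (33.7 ± 16.6 TPM in PF and 3.53 ± 0.855 TPM in SF, log2 fold change -3.09 ± 0.48, DESeq2 adjusted p = 5.6e-08), and the germ cell transcription factors *SOHLH1* (-3.26 ± 0.62), *NOBOX* (-2.83 ± 0.56) and *LHX8* (-2.71 ± 0.55). Also called lower, at larger p, were *GDF9* (65.0 ± 11.8 TPM in PF and 20.2 ± 11.6 TPM in SF, log2 fold change -1.62 ± 0.51, DESeq2 adjusted p = 0.013), *DPPA3* (-1.56 ± 0.55, DESeq2 adjusted p = 0.03) and the RNA helicase *DDX4* (-2.94 ± 1.05, DESeq2 adjusted p = 0.032). These 3 calls ended with PF replicate 4 kept (DESeq2 adjusted p = 0.16 to 0.55). The call of *GDF9* also ended without PF replicate 2 (DESeq2 adjusted p = 0.085). That of *DPPA3* ended without PF replicate 1 or 2 or SF replicate 1 (0.074, 0.16 and 0.089), and that of *DDX4* without PF replicate 1 or 2 or SF replicate 2 (0.17, 0.11 and 0.071). With the library number as a covariate those of *DPPA3* and *DDX4* ended (0.064 and 0.079). With size factors from the oocyte list, *GDF9* and *DPPA3* changed sign (DESeq2 adjusted p = 0.66 to 0.72). Both are members of that list, whose median this scaling sets near 0 (-0.07). Their change of sign shows only that they fell by less than the list, and does not weaken their calls. Of 27 granulosa list genes, 13 rose and 1 fell (17 and 2 adjusted over the list alone). *AMH*, the anti-Mullerian hormone of growing follicles, rose most clearly (15.7 ± 4.51 TPM in PF and 115 ± 26.3 TPM in SF, log2 fold change 2.99 ± 0.37, DESeq2 adjusted p = 4.0e-12). The detoxifying enzyme *GSTA1* (1359.8 ± 388 TPM in PF and 4647 ± 632 TPM in SF, log2 fold change 1.87 ± 0.36, DESeq2 adjusted p = 1.2e-05) and the transcription factor *GATA4* (83.3 ± 23.2 TPM in PF and 198 ± 33.0 TPM in SF, log2 fold change 1.35 ± 0.26, DESeq2 adjusted p = 1.3e-05) were also higher. *GATA4* was not called with PF replicate 4 kept (DESeq2 adjusted p = 0.082). The cadherin *CDH2* rose (1.25 ± 0.449 TPM in PF and 18.4 ± 14.6 TPM in SF, log2 fold change 4.06 ± 0.72, DESeq2 adjusted p = 2.4e-06). It turned with PF replicate 4 kept, in which it reached 172 TPM (log2 fold change -1.26, DESeq2 adjusted p = 0.72). *WNT6* was higher (110.2 ± 26.2 TPM in PF and 245 ± 82.8 TPM in SF, log2 fold change 1.24 ± 0.37, DESeq2 adjusted p = 0.0081). It was not called without PF replicate 1 or SF replicate 2 (DESeq2 adjusted p = 0.065 and 0.064).

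Against all other genes, camera put the oocyte list lower (median log2 fold change -2.04, adjusted p = 1.7e-09 of limma) and the granulosa list higher (1.43, adjusted p = 6.4e-05). The study names 4 members of each list for these samples, so the counts are not independent evidence of direction. With an estimated correlation, camera called none of the 29 lists (1 at an unadjusted p below 0.05, smallest adjusted p = 0.54), against 13 with the preset one. fry, which asks whether a list moves one way without setting it against other genes, called 4 lists (basement membrane, theca, meiotic prophase and zinc transporters, adjusted p = 0.028, 0.028, 0.039 and 0.046 of limma). The adjusted p with an estimated correlation was 0.54 for both the oocyte and the granulosa list. The oocyte score minus the granulosa score was 1.58 ± 1.65 (SD, n = 4) in PF and -0.55 ± 1.56 (SD, n = 3) in SF. The difference of -2.13 did not pass an exact two-sided permutation test over 35 splits (p = 0.114, smallest possible 0.0286). PF replicate 4 lay at -0.84 and the other PF libraries at 1.92 to 2.74. Without it the difference was -2.93 with an exact permutation p = 0.1, the smallest that 10 splits allow. Without SF replicate 3, which lay at -2.35, the difference was -1.23. Within library numbers below 40 it was -2.23 and within those above 40, PF replicate 4 left out, -2.94.

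More genes of meiosis, DNA repair and the cell cycle fell than rose in SF. Of 19 meiotic prophase genes 12 fell and none rose (13 fell adjusted over the list alone). Among them were the cohesins *STAG3* (-2.82 ± 0.59) and *SMC1B* (-2.57 ± 0.63) and *SYCP3* of the synaptonemal complex (274 ± 120.4 TPM in PF and 56.5 ± 35.7 TPM in SF, log2 fold change -2.15 ± 0.55, DESeq2 adjusted p = 0.0016). Of 33 homologous recombination genes 11 fell and 1 rose (12 and 2 adjusted over the list alone). *RAD50* of the break-sensing complex fell (173 ± 74.2 TPM in PF and 48.2 ± 19.2 TPM in SF, log2 fold change -1.73 ± 0.42, DESeq2 adjusted p = 7.9e-04). *BRCA1* did not pass (-1.19 ± 0.53, DESeq2 adjusted p = 0.094), but passed without PF replicate 3 (0.043) and with the replicate block (0.0077). Of 41 DNA replication genes 16 fell and none rose (18 fell adjusted over the list alone), with the thymidylate synthase *TYMS* (510.2 ± 155 TPM in PF and 146 ± 54.4 TPM in SF, log2 fold change -1.69 ± 0.35, DESeq2 adjusted p = 6.9e-05), *GINS2* (-2.31 ± 0.44) of the replicative helicase and the clamp loader subunit *RFC3* (-1.96 ± 0.44) as examples. Of 34 mitosis genes 19 fell and 1 rose (23 and 1 adjusted over the list alone). Among these were the checkpoint gene *MAD2L1* (340.0 ± 123 TPM in PF and 82.0 ± 25.5 TPM in SF, log2 fold change -1.92 ± 0.37, DESeq2 adjusted p = 1.4e-05) and the kinetochore genes *NDC80* (-2.68 ± 0.48) and *SPC25* (-1.48 ± 0.28). Of 27 nucleoporins 12 fell and none rose (12 fell and 1 rose adjusted over the list alone), including *AAAS* (-2.02 ± 0.39), *NUP133* (-1.63 ± 0.34) and *NUP54* (-1.16 ± 0.26). Camera at the preset correlation placed all 5 lists lower, with medians of -2.22, -0.70, -0.89, -1.41 and -0.51 and adjusted p = 1.2e-06, 4.1e-04, 1.2e-06, 1.7e-09 and 0.0055 of limma in that order. For each the adjusted p with an estimated correlation was 0.54.

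These lists fell together with the oocyte list, whose score was 6.63 ± 0.54 in PF and 4.65 ± 1.11 in SF (SD, n = 3 each). Scaled by the oocyte list, the DESeq2 median stayed below 0 for meiotic prophase (-0.14) and changed from below to above 0 for homologous recombination, DNA replication, mitosis and nucleoporins (0.72 to 1.96). The median of all genes was then 2.47, so these lists still lay below it. Of the genes just named with a call, *RAD50*, *TYMS*, *RFC3*, *MAD2L1*, *SPC25*, *AAAS*, *NUP133* and *NUP54* changed sign under that scaling, none with a call (DESeq2 adjusted p = 0.2 to 0.87). The scores of SF minus PF were -1.30 and -1.16 for meiotic prophase, -0.67 and -0.34 for homologous recombination, -1.04 and -0.61 for DNA replication, -1.47 and -0.96 for mitosis and -0.87 and -0.15 for nucleoporins within library numbers below and above 40. With PF replicate 4 kept the calls of *STAG3*, *SMC1B*, *SYCP3*, *RAD50*, *GINS2*, *TYMS*, *RFC3*, *SPC25*, *NUP133* and *NUP54* ended (DESeq2 adjusted p = 0.065 to 0.23). The study names 1 of the meiotic prophase genes, 4 each of the recombination and replication genes, 3 of the mitosis genes and 7 of the nucleoporins for these samples, so their direction is not independent evidence.

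**Figure D2:**
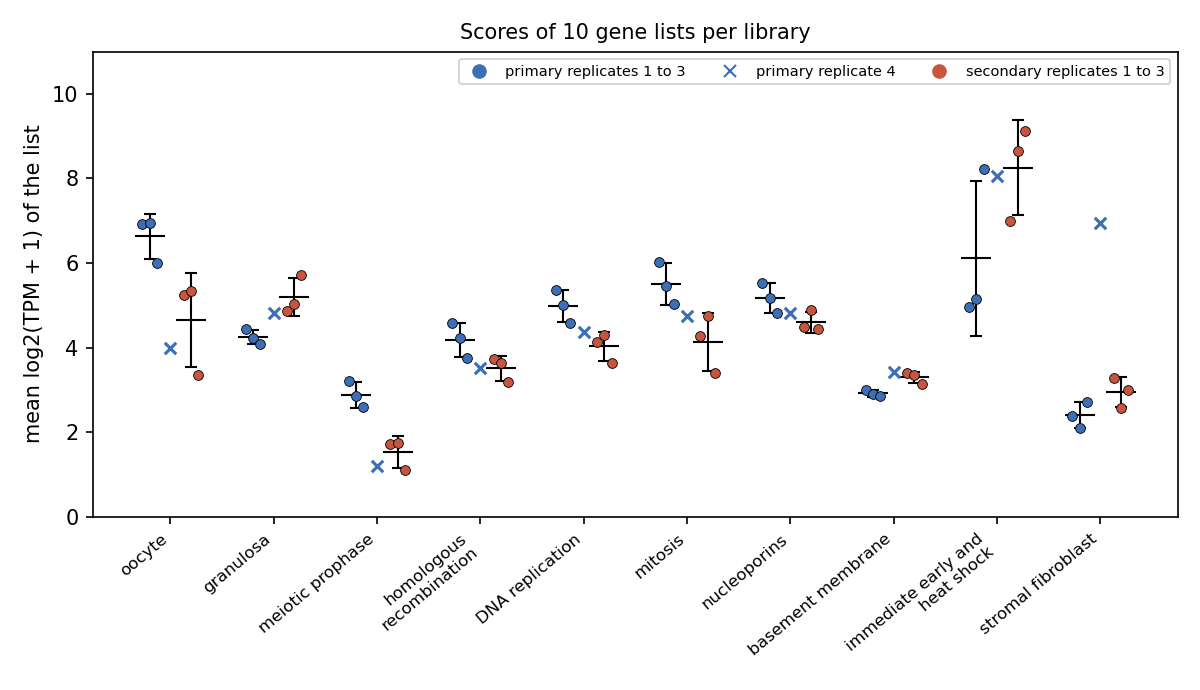
Mean log2(TPM + 1) of 10 gene lists in each library, with circles for PF replicates 1 to 3 and SF, crosses for PF replicate 4, and bars for the mean ± SD (n = 3). The meiotic prophase, homologous recombination, DNA replication and mitosis scores of the SF libraries lie below those of PF replicates 1 to 3. PF replicate 4 reaches 6.95 on the stromal fibroblast list.

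Of 19 basement membrane genes, 7 rose, 2 fell and 10 did not pass in DESeq2 (9 and 2 adjusted over the list alone). Camera called the list higher (median 1.06, adjusted p = 0.017 of limma, and 0.54 with an estimated correlation). The proteoglycan perlecan, *HSPG2*, rose (5.52 ± 0.976 TPM in PF and 22.3 ± 1.80 TPM in SF, log2 fold change 2.10 ± 0.30, DESeq2 adjusted p = 1.8e-09). It stood at 33.4 TPM in PF replicate 4. The laminin chain *LAMA1* rose as well (33.7 ± 6.90 TPM in PF and 77.5 ± 17.3 TPM in SF, log2 fold change 1.32 ± 0.37, DESeq2 adjusted p = 0.005). Nidogen *NID2* fell (63.5 ± 8.43 TPM in PF and 19.3 ± 4.27 TPM in SF, log2 fold change -1.63 ± 0.35, DESeq2 adjusted p = 1.1e-04), a fall that changed sign under the oocyte scaling. Of the type IV collagen chains, which the study names for these samples and which are not independent evidence, *COL4A1* (19.7 ± 3.96 TPM in PF and 35.5 ± 3.94 TPM in SF, log2 fold change 0.94 ± 0.33, DESeq2 adjusted p = 0.027), *COL4A2* (1.51 ± 0.49) and *COL4A6* (2.38 ± 0.78) were higher (DESeq2 adjusted p = 0.015 and 0.018 for the last 2). *COL4A4* (1.78 ± 0.76) and *COL4A5* (3.28 ± 1.29) did not pass (DESeq2 adjusted p = 0.082 and 0.056). The calls of *COL4A1* and *COL4A6* ended without PF replicate 1 or 2 or any SF replicate (DESeq2 adjusted p = 0.052 to 0.099 and 0.050 to 0.11). That of *COL4A2* ended without PF replicate 1 or SF replicate 1 or 2 (0.065 to 0.071). *COL4A4* passed without PF replicate 1 (3.2e-08), and *COL4A5* without PF replicate 2 or 3 (0.0048 and 0.0016) or with the library number as a covariate (0.045). Both passed with the replicate block (0.0096 and 0.0019). With PF replicate 4 kept, in which *COL4A1* reached 240.3 TPM, the list was not called (adjusted p = 0.2 of limma), nor were *LAMA1*, *COL4A2* and *COL4A6* (DESeq2 adjusted p = 0.14 to 0.77). *COL4A1* and *HSPG2* then received no adjusted p, with log2 fold changes of -1.13, a fall, and 0.80. Of 15 integrins 6 rose and none fell (6 adjusted over the list alone; camera adjusted p = 0.43). One of them was the laminin receptor chain *ITGA6* (118 ± 16.2 TPM in PF and 274 ± 62.4 TPM in SF, log2 fold change 1.33 ± 0.25, DESeq2 adjusted p = 7.3e-06). Of 14 gap junction and cadherin genes 3 rose and 2 fell (4 and 2 adjusted over the list alone; camera adjusted p = 0.72), with the connexin *GJA1* (1.89 ± 0.53) higher and the cadherin *CDH3* (-1.85 ± 0.49) lower. Both calls ended with PF replicate 4 kept (DESeq2 adjusted p = 0.056 to 0.3). The fall of *CDH3* changed sign under the oocyte scaling.

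Markers of cells outside the follicle were examined because pieces of stroma can remain on isolated follicles. Of 17 stromal fibroblast genes, DESeq2 called 2 higher and none lower (0 adjusted over the list alone, 5 higher at an unadjusted p below 0.05, and 0 by edgeR or limma), *COL1A1* (6.09 ± 1.24 TPM in PF and 15.4 ± 6.99 TPM in SF, log2 fold change 1.45 ± 0.55, DESeq2 adjusted p = 0.045) and *COL6A1* (1.71 ± 0.65). Camera called the list higher (median 1.48, adjusted p = 0.034 of limma, and 0.61 with an estimated correlation). It was not called without PF replicate 1 or 2 or SF replicate 1 or 3 (adjusted p = 0.053, 0.059, 0.12 and 0.073). Nor was it with the replicate block (0.064), with the library number as a covariate (0.1) or with PF replicate 4 kept (0.88). The calls of *COL1A1* and *COL6A1* ended with the library number as a covariate and without any of PF replicates 1 and 2 and SF replicates 1 and 3 (DESeq2 adjusted p = 0.07 to 0.2). That of *COL6A1* also ended without SF replicate 2 (0.18) and with PF replicate 4 kept (0.99). *COL1A1* received no adjusted p with PF replicate 4 kept, and its log2 fold change was then -3.47, a fall. Of 9 theca genes 3 fell and none rose (4 fell adjusted over the list alone; camera adjusted p = 0.35). One of them was the nuclear receptor *NR2F2* (19.9 ± 1.39 TPM in PF and 5.83 ± 1.02 TPM in SF, log2 fold change -1.50 ± 0.34, DESeq2 adjusted p = 3.9e-04). It changed sign under the oocyte scaling. Of 11 endothelial genes 1 rose, *ENG* (2.37 ± 0.57), and 1 fell (camera adjusted p = 0.95), of 9 smooth muscle and pericyte genes 2 rose, including *MYH11* (1.21 ± 0.26), and none fell (0.25), and of 6 immune genes 1 rose, *FCER1G*, and 1 fell, *CSF1R* (-2.53 ± 0.70) (0.92). *FCER1G*, an Fc receptor chain, had 0 TPM in PF and 24.2, 2.46 and 0 TPM in SF replicates 1 to 3 (at least 22.2-fold, DESeq2 adjusted p = 0.018). Its call ended without SF replicate 2, with the replicate block and with PF replicate 4 kept (DESeq2 adjusted p = 0.095, 0.067 and 0.056), and it received no adjusted p without SF replicate 1. The immune list score was 2.67 in SF replicate 1 against 0.60 to 1.24 in the other 6 libraries, and the median log2 fold change of the list (2.46) became -0.45 without it. The call of *CSF1R* ended with PF replicate 4 kept (DESeq2 adjusted p = 0.1). The counts of these 3 lists were the same adjusted over the list alone. Of 1 erythroid gene and 5 ovarian surface epithelium genes tested, DESeq2, edgeR and limma on log2(TPM + 1) called 0, and 0 had an unadjusted DESeq2 p below 0.05 (0 adjusted over the list alone, camera adjusted p = 0.7 and 0.86).

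The lists of protein synthesis and respiration had medians nearer to 0 than the oocyte and granulosa lists. Of 78 cytosolic ribosome genes DESeq2 called 1 higher, *RPL13* (308 ± 28.3 TPM in PF and 512 ± 83.6 TPM in SF, log2 fold change 0.86 ± 0.30, DESeq2 adjusted p = 0.027), and none lower (0 adjusted over the list alone, 5 higher at an unadjusted p below 0.05, and 0 by edgeR or limma). Camera called the list higher (median 0.48, adjusted p = 3.5e-05 of limma, and 0.78 with an estimated correlation). The call of *RPL13* ended without PF replicate 1 or 2 and with PF replicate 4 kept (DESeq2 adjusted p = 0.12, 0.15 and 0.31). Of 44 ribosome biogenesis genes 16 fell and none rose (19 fell and 1 rose adjusted over the list alone), including *RRP1* (165 ± 76.4 TPM in PF and 41.1 ± 16.4 TPM in SF, log2 fold change -1.88 ± 0.43, DESeq2 adjusted p = 3.8e-04) and the acetyltransferase *NAT10* (-1.77 ± 0.48), and the list was called lower (median -0.49, adjusted p = 6.4e-04 of limma, and 0.56 with an estimated correlation). Of 37 mitochondrial complex I genes 4 fell and 1 rose (4 and 1 adjusted over the list alone), with *NDUFAB1* (1929.6 ± 484 TPM in PF and 505 ± 229 TPM in SF, log2 fold change -1.81 ± 0.40, DESeq2 adjusted p = 2.4e-04) lowest by p, and the list was called lower (median -0.29, adjusted p = 0.0073 of limma, and 0.78 with an estimated correlation), but not without SF replicate 3 (0.072) or with the library number as a covariate (0.1). With the oocyte list setting the scale, the DESeq2 medians of ribosome biogenesis and complex I were 1.99 and 2.02, below that of all genes, and the falls of the 3 genes named from them changed sign. The calls of *NAT10* and *NDUFAB1* ended with PF replicate 4 kept (DESeq2 adjusted p = 0.078 to 0.24).

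Immediate early and heat shock genes, which respond quickly to stress and tissue handling, were higher in SF as a list by camera at the preset correlation. Of 26 members 3 rose and none fell (1 rose adjusted over the list alone), *NR4A1* (113 ± 5.62 TPM in PF and 241 ± 59.6 TPM in SF, log2 fold change 1.18 ± 0.30, DESeq2 adjusted p = 0.0019), *JUND* (1.86 ± 0.66) and *BTG2* (1.02 ± 0.39). *FOS* had 1999 ± 2198 TPM in PF and 6876 ± 2939 TPM in SF. It did not pass (log2 fold change 1.75 ± 0.83, DESeq2 adjusted p = 0.12), but passed without PF replicate 3 (2.0e-07), with the replicate block (2.1e-06) and with the library number as a covariate (0.0067). The calls of *JUND* and *BTG2* (DESeq2 adjusted p = 0.031 and 0.046) ended without PF replicate 1 or 2 or SF replicate 2 or 3 (0.085 to 0.2) and with PF replicate 4 kept (0.16 and 0.087). Camera called the list higher (median 2.36, adjusted p = 1.8e-05 of limma, and 0.67 with an estimated correlation). The list score was 4.95 and 5.15 in PF replicates 1 and 2 and 6.98 in SF replicate 1, with library numbers below 40. It was 8.22 and 8.06 in PF replicates 3 and 4 and 8.66 and 9.12 in SF replicates 2 and 3, with library numbers above 40. The oocyte list moved the other way.

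The signaling and metabolic lists had members on both sides. Of 20 zinc transporters 2 rose and 1 fell (the same adjusted over the list alone; camera adjusted p = 0.24), *SLC39A9* (2.56 ± 0.388 TPM in PF and 9.74 ± 2.19 TPM in SF, log2 fold change 1.73 ± 0.38, DESeq2 adjusted p = 2.1e-04) higher and *SLC30A3* (40.1 ± 16.5 TPM in PF and 5.34 ± 4.35 TPM in SF, log2 fold change -2.81 ± 0.84, DESeq2 adjusted p = 0.0084) lower. Both are named by the study for these samples. *SLC30A3* was not called without PF replicate 1 (DESeq2 adjusted p = 0.076), and neither was called with PF replicate 4 kept (0.35 to 0.37). Of 48 Wnt genes 6 rose and 12 fell (7 and 14 adjusted over the list alone; camera adjusted p = 0.9), the ligand *WNT3* (-2.18 ± 0.42) and the receptor *FZD10* (-3.07 ± 0.69) among the latter. The list's median (0.46) differed in sign from its mean (-0.23) and its test. The call of *WNT3* ended with PF replicate 4 kept (DESeq2 adjusted p = 0.15). Of 32 Notch genes 5 rose, with *DTX3* (1.46 ± 0.30), and 4 fell, with the ligand *JAG1* (-1.75 ± 0.43) (5 and 6 adjusted over the list alone; camera adjusted p = 0.54). Of 34 TGF-beta genes 5 rose and 3 fell (the same adjusted over the list alone; 0.25), of 33 PI3K-Akt-mTOR genes 3 rose and 1 fell (1 and 1; 0.51), and of 22 apoptosis and p53 genes 3 rose and 2 fell (the same; 0.76). Of 27 cholesterol synthesis genes 1 rose and 1 fell, the farnesyl diphosphate synthase *FDPS* (395 ± 158 TPM in PF and 126 ± 13.8 TPM in SF, log2 fold change -1.51 ± 0.35, DESeq2 adjusted p = 4.2e-04) (the same adjusted over the list alone). That list did not pass in camera (median 0.86, adjusted p = 0.075 of limma). It did without SF replicate 1 (6.6e-04), with the replicate block (6.6e-04), with PF replicate 4 kept (0.016) and on log2(TPM + 1) (0.027). Of 21 motile cilium genes 1 rose and 2 fell (the same adjusted over the list alone, camera adjusted p = 0.99). The test pointed lower where the median (0.14) and mean (0.47) were positive. That median lay below the median of all genes on the same scale (0.19), and the mean lay above it. The falls of *WNT3*, *JAG1* and *FDPS* changed sign under the oocyte scaling. That of *FDPS* was not called with PF replicate 4 kept (DESeq2 adjusted p = 0.25).

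Of the 59 genes that the study names for this comparison and that were found in the files, 14 rose, 34 fell, 9 did not pass and 2 received no adjusted p. They were chosen on these samples, so this is not independent evidence. The steroidogenic factor *NR5A1* rose (26.7 ± 4.43 TPM in PF and 81.5 ± 15.2 TPM in SF, log2 fold change 1.70 ± 0.28, DESeq2 adjusted p = 1.8e-07). The granulosa transcription factor *FOXL2* did not pass (86.6 ± 29.8 TPM in PF and 132 ± 53.8 TPM in SF, log2 fold change 0.74 ± 0.42, DESeq2 adjusted p = 0.21). With the library number as a covariate it did (DESeq2 adjusted p = 0.007).

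**Figure D3:**
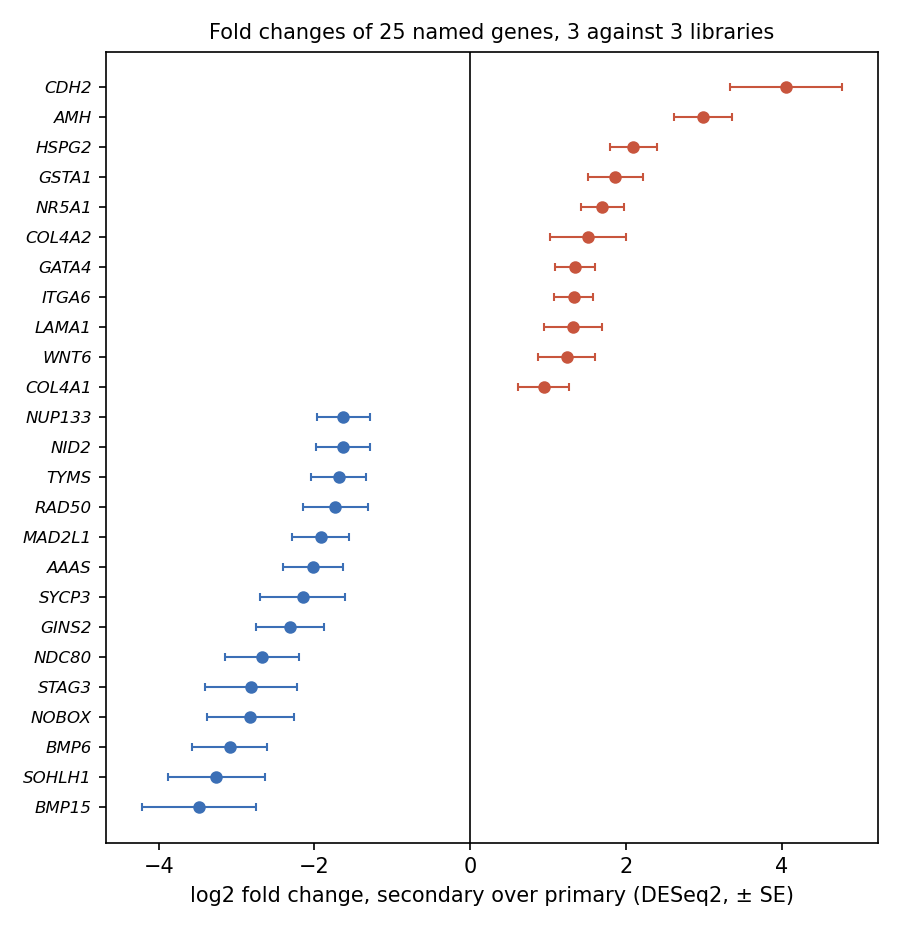
Log2 fold change of SF over PF (DESeq2, 3 against 3 libraries) of 25 named genes, with error bars of ± SE and a line at 0. The folds run from -3.48 for *BMP15* to 4.06 for *CDH2*. With PF replicate 4 kept, *CDH2* and *COL4A1* change sign.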

Values the study reported

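The study reported 3,206 genes that differed between SF and PF at an FDR below 0.05. Of these, 1,935 were lower and 1,271 higher in SF. It reported that 78% to 91% of the reads mapped across its samples. For the step from PF to SF it identified 375 transcription factors, and 69 of them were among the 3,206 genes.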

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

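The tests of PF replicate 4 by its granulosa genes and by the stromal fibroblast list were chosen after the results were seen, and the test of its place between the groups was chosen before. Values of the 4 PF libraries were tested with Dixon's ratio, the gap of an extreme library to its nearest neighbour over the range. Chance passes its critical value in about 1 of 20 sets, a rate that does not apply here, since most sets are genes picked with PF replicate 4 left out. Of 133 sets of values 17 passed it, 16 of them through PF replicate 4. In that library 6 genes had TPM above 0 where the other 3 PF libraries had 0 by the choice of these genes, *PLPPR4* (0.252), *S1PR1* (0.847), *EFR3B* (6.62), *ZC3H12C* (1.499), *NALCN* (2.40) and *SLC35A4* (11.03). It was also higher than the other 3 in *CDH2* (172), *HSPG2* (33.4), *COL4A1* (240.3), *COL1A1* (644), *COL6A1* (17.3), *SLC39A9* (9.47), *ACTB* (9533) and *TIMP2* (2121) TPM. Its stromal fibroblast list score was 6.95 against 2.10 to 2.72, and its share of counts in unmatched transcripts was 9.71% against 10.6% to 10.7%. PF replicate 3 stood apart in the gap junction and cadherin list score, 3.90 against 4.41 to 4.50.

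PF replicate 4 lay nearer to SF than to its own group in 61.1% of the genes higher in SF and 79.7% of the genes lower in SF. SF replicate 1, left out and placed the same way, gave 69.0% and 69.7%, the lowest of the SF libraries. SF replicates 2 and 3 gave 89.5% and 86.7% of the genes higher and 77.5% and 92.2% of the genes lower. By the bound of 10 percentage points set in advance the place of PF replicate 4 matched SF replicate 1, as for an SF library with a PF label. In the genes higher it did not match SF replicates 2 and 3, and it lay within that bound of PF replicate 3. PF replicates 1 to 3, left out in turn, gave 27.8%, 25.3% and 51.4% of the genes higher and 8.85%, 7.89% and 32.6% of the genes lower. The granulosa genes of PF replicate 4 argue against an SF library like the other 3. In it 10 of the 13 granulosa list genes higher in SF lay below all 3 SF libraries, 4 of them also below all other PF libraries. Their log2 ratios to the SF mean ran from -4.49 (*AMH*) to 3.98 (*HSD3B1*), against an SD of at most 1.18 within SF. Dilution by RNA that lacks these genes would lower them alike, which the values argue against, with *AMH* (4.07 TPM) below every other PF library and *FSHR*, *INHA* and *GJA1* at ratios of -1.19, -1.46 and -0.99 (SD of these 4 within SF 0.26 to 0.63). Added cells that express such genes themselves were not tested. Stromal fibroblast RNA remains a candidate source, since 14 of the 18 list genes lay above all other PF libraries with a median log2 ratio of 5.47, the highest among the lists of cells outside the follicle. It had *SPARC* at 6422, *COL1A2* at 2762, *COL3A1* at 1097, *FN1* at 1096 and *LUM* at 1054 TPM. However, *DCN* (168 TPM), *COL14A1* and *OGN* were lower than in each of them. The oocyte list was lower too (median log2 ratio -3.12, 24 of 28 genes below all other PF libraries). Of the 12 theca list genes 5 lay above all other PF libraries and 3 below (median log2 ratio 0.02). Among the theca genes *STAR* stood at 382 TPM in PF replicate 4, against 15.0 to 46.9 TPM in the other PF libraries. *HSD3B1* of the granulosa list stood at 348 TPM in PF replicate 4. Theca RNA as a source was not tested. A difference between animals or between follicles of the PF class was not tested.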

How the results depend on the processing

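The robust edgeR fit, edgeR on all 7 libraries and with a block, the fit with unmatched transcripts, and part (a) of the rule for named genes without edgeR were chosen after the data were seen. The count of 2876 genes stayed within 1.5 times with TMM factors, the length offset, the count filter, the library number as a covariate, unmatched transcripts as features and an absolute log2 fold change of 1 or more (2572 to 3564). It moved to 0 with edgeR (3844 at an unadjusted p below 0.05), 0 with edgeR on all 7 libraries (1900 unadjusted), 260 with robust edgeR, 792 with limma on log2(TPM + 1), 2 with limma on log2(TPM + 0.1) (3689 unadjusted), 8348 with size factors from the oocyte list, 858 with all 7 libraries and 1615 at adjusted p below 0.01, a stricter threshold. Leaving out 1 library gave 1887 (without PF replicate 2) to 3947 (without PF replicate 3). The 13 lists called became 0 with an estimated correlation, 4 with fry, 20 with fry in either direction, and 11 to 14 in the other fits. The similarity difference of PF replicate 4 moved from -0.0696 to -0.103 over the 9727 genes at 1 TPM or more in all libraries. The balance kept its sign in all settings (-1.23 to -2.96). Causes were not tested, except that edgeR also made fewer calls than DESeq2 on simulated data. With 3 libraries per group, DESeq2 recovered 24% and 32% of simulated changes of -1 and 1 on the log2 scale, and 24% and 12% with dispersions drawn gene by gene.

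Of 97 named genes, TMM factors and the length offset moved none across the threshold, and edgeR, which called no gene, ended 87 calls, 9 having none and *FCER1G* not being tested. With all 7 libraries 41 of 94 calls or folds became weaker. Size factors from the oocyte list, which shifted the median of all genes by 2.44 and single genes by differing amounts, turned 25, namely *GDF9* 0.35, *DPPA3* 0.44, *RAD50* 0.44, *BRCA1* 0.89, *TYMS* 0.57, *RFC3* 0.17, *MAD2L1* 0.39, *SPC25* 0.85, *AAAS* 0.21, *NUP133* 0.64, *NUP54* 1.29, *NID2* 0.76, *CDH3* 0.35, *RRP1* 0.39, *NAT10* 0.31, *NDUFAB1* 0.35, *NR2F2* 1.00, *JAG1* 0.50, *FDPS* 1.15, *WNT3* 0.39, *TMSB10* 2.23, *PSPH* 0.19, *COLEC12* 0.27, *LMO7* 0.47 and *NIFK* 1.24. Of these genes *GDF9* and *DPPA3* are members of the oocyte list itself, so their turn shows only that they fell by less than that list. With all 7 libraries *CDH2* became -1.26. *COL1A1*, *COL4A1* and *HSPG2* received no adjusted p there and are not among those compared, and their log2 fold changes became -3.47, -1.13 and 0.80. Leaving out 1 library turned *MIR2887-1* (-0.33 to 1.73) and *TMSB10* (-0.35 to 0.11). For lists that were not called, the direction of the list test turned in some settings, which need not turn the median. This held for endothelial when PF replicate 1 or 3 or SF replicate 1 or 2 was left out (medians -0.31 to 0.65 over all 6 such fits), for immune without PF replicate 2 or SF replicate 1 (-0.45 to 2.84), and for motile cilium without any 1 library but PF replicate 3 (0.25 to 0.63). It also held for surface epithelium with fry (median -0.74) and all 7 libraries (0.43), and for Wnt with fry (0.46) and all 7 libraries (0.36). For motile cilium it held with fry (0.14), all 7 libraries (0.74) and log2(TPM + 1) (-0.13). The causes were not tested.

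The replicate numbers did not pair all of the samples. The correlations of same-numbered deviations were 0.157, -0.002 and 0.248. PF replicates 1 and 3 each correlated best with the SF library of their own number. PF replicate 2 correlated best with SF replicate 1, not with its own number. With the number as a block DESeq2 called 4077 genes (2624 among the 2876), and edgeR called 759. With the replicate block the median of the endothelial list became -0.057 and its test turned. The stromal fibroblast list was then not called (camera adjusted p = 0.064), and the cholesterol synthesis list was (6.6e-04). Of the 97 named genes 5 gained a call with the block, *BRCA1*, *COL4A4*, *COL4A5*, *FOS* and *FTH1*, and *FCER1G* lost its call.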

Other observations

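The fits of list scores with library number, the covariate fits without PF replicate 4 and the splits of the libraries by gene counts were chosen after the results were seen, while the list test by camera with library number as a covariate, the tests of the oocyte RNA share and the splits by lists were chosen before. The genes of the next paragraph were picked after the data were seen, as those of smallest p with a base mean of 1000 or more that the report does not name.

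Among abundant genes, *TRIB2*, a pseudokinase of the tribbles family, was higher in SF (7.21 ± 1.94 TPM in PF and 47.9 ± 11.1 TPM in SF, log2 fold change 2.79 ± 0.32, DESeq2 adjusted p = 1.9e-14). So were *ITGAM* (7.27 ± 2.82 TPM in PF and 44.6 ± 13.0 TPM in SF, log2 fold change 2.75 ± 0.37, DESeq2 adjusted p = 1.7e-10), an integrin chain best known from leukocytes and lowest within SF in SF replicate 1, the library of highest immune score, and *MMD* (2.09 ± 0.28), *CCDC3* (2.34 ± 0.32), *TOX2* (2.40 ± 0.33) and the metalloproteinase inhibitor *TIMP2* (1.64 ± 0.24). Lower were *PSPH* (117 ± 29.1 TPM in PF and 22.7 ± 4.85 TPM in SF, log2 fold change -2.23 ± 0.29, DESeq2 adjusted p = 3.0e-11), which makes serine from phosphoserine, the DNA glycosylase *NEIL3* (79.9 ± 27.9 TPM in PF and 9.90 ± 5.91 TPM in SF, log2 fold change -2.91 ± 0.46, DESeq2 adjusted p = 9.2e-08), *NLRP14* of an oocyte-enriched family (122 ± 65.6 TPM in PF and 10.2 ± 6.43 TPM in SF, log2 fold change -3.46 ± 0.56, DESeq2 adjusted p = 1.8e-07), *APBA1* (-3.78 ± 0.53), *CBLN4* (-2.43 ± 0.38), *COLEC12* (-2.36 ± 0.38), *LMO7* (-1.91 ± 0.31) and *NIFK* (-1.31 ± 0.21). With PF replicate 4 kept, *MMD*, *TIMP2* and *CBLN4* were not called (DESeq2 adjusted p = 0.058 to 0.18), and under the oocyte scaling *PSPH*, *COLEC12*, *LMO7* and *NIFK* changed sign (0.19 to 1.24). *IHH*, a hedgehog ligand named after its values were seen, had 0 TPM in all 4 PF libraries and 7.05, 4.59 and 2.41 TPM in SF replicates 1 to 3, at least 41.4-fold higher (DESeq2 adjusted p = 2.2e-07).

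The study describes the oocyte genes *BMP15*, *DDX4*, *DPPA3* and *GDF9* and the granulosa genes *FOXL2* and *WNT6* as having a similar pattern across the stages. It showed them as regularized log counts with primordial follicles included, whereas the values here are fold changes of SF over PF alone. The study also states that a ratio of oocyte to granulosa cells that changes with the stage may have affected the measured abundance. In these files all 4 oocyte genes were lower in SF by the DESeq2 test, by -1.56 for *DPPA3* to -3.48 for *BMP15* on the log2 scale. The 3 calls other than that of *BMP15* ended with PF replicate 4 kept. *WNT6* was higher in SF (1.24, DESeq2 adjusted p = 0.0081), and *FOXL2* did not pass (0.74, DESeq2 adjusted p = 0.21).

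The meiosis, cell cycle, recombination and nucleoporin lists were lower in SF by camera at the preset correlation, together with the oocyte list, and none of these calls held with an estimated correlation (camera adjusted p = 0.54 for each). A library series that follows the library number is argued against as the whole cause. With it as a covariate of the list scores over all 7 libraries, a median of 89.8% of the SF difference remained over the 5 lists. By over 2 SE, DNA replication and mitosis were lower both without and with the covariate, nucleoporins only without it and homologous recombination only with it. Without PF replicate 4 a median of 89.0% remained, and 4 of the 5 lists were lower by over 2 SE with the covariate, against 5 without it. A smaller share of oocyte RNA in SF stays open. With the oocyte score as a covariate over all 7 libraries a median of 53.4% remained, and 2 of the 5 lists, DNA replication and mitosis, were lower by over 2 SE, short of the 3 set in advance. Without PF replicate 4 a median of 23.9% remained, and 1 list, meiotic prophase, was lower by over 2 SE. The oocyte score itself differs between the stages. Whether the stages differ in expression within the oocyte or the granulosa cells could not be separated from this in whole follicles.

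The immediate early and heat shock list was higher in SF by camera at the preset correlation, and not with an estimated one (camera adjusted p = 0.67). A step in the library series at library number 40 is argued against as the whole cause, and a gradient within either side was not tested. With the side of 40 as a covariate over all 7 libraries 73.7% of the difference remained (1.22 ± 0.33 of 1.66 in list score, SE). The score itself was 2.62 ± 0.33 higher above 40 than below. Without PF replicate 4, 60.6% of a difference of 2.15 remained, 3.18 times its SE. A smaller share of oocyte RNA cannot be told apart from the stage, since with the oocyte score as a covariate 28.4% remained (0.47 ± 1.04), and without PF replicate 4 the remainder was -0.17 ± 1.82. Tissue handling that differed between the stages was not tested.

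Other splits of the libraries bear on whether chance can be excluded. Of the 10 splits of the 6 libraries, 1 gave as many as 2876 genes, the real one. The highest other gave 516, from PF replicates 1 and 2 with SF replicate 1 against the rest, which follows the library number. For the lists 3 of the 10 splits gave as many as 13. The highest other gave 14, the library number split among them, and the list test with that number as a covariate called 11. With 10 splits no share under 0.05 can be reached. With all 7 libraries 3 of 35 splits gave as many as 858 genes, so chance is not excluded. The highest, 2733 for PF replicates 1 to 3 against PF replicate 4 with SF, points to a structure of the samples. For lists 6 of 35 splits gave as many as 12, so chance is not excluded there either. The highest gave 14, the split by library number among them.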
